# n-Butylidenephthalide (BP) Maintains Stem Cell Pluripotency by Activating Jak2/Stat3 Pathway and Increases the Efficiency of iPS Cells Generation

**DOI:** 10.1371/journal.pone.0044024

**Published:** 2012-09-07

**Authors:** Shih-Ping Liu, Horng-Jyh Harn, Ying-Jiun Chien, Cheng-Hsuan Chang, Chien-Yu Hsu, Ru-Huei Fu, Yu-Chuen Huang, Shih-Yin Chen, Woei-Cherng Shyu, Shinn-Zong Lin

## Abstract

In 2006, induced pluripotent stem (iPS) cells were generated from somatic cells by introducing Oct4, Sox2, c-Myc and Klf4. The original process was inefficient; maintaining the pluripotency of embryonic stem (ES) and iPS cell cultures required an expensive reagent–leukemia induced factor (LIF). Our goal is to find a pure compound that not only maintains ES and iPS cell pluripotency, but also increases iPS cell generation efficiency. From 15 candidate compounds we determined that 10 µg/ml n-Butylidenephthalide (BP), an Angelica sinensis extract, triggers the up-regulation of Oct4 and Sox2 gene expression levels in MEF cells. We used ES and iPS cells treated with different concentrations of BP to test its usefulness for maintaining stem cell pluripotency. Results indicate higher expression levels of several stem cell markers in BP-treated ES and iPS cells compared to controls that did not contain LIF, including alkaline phosphatase, SSEA1, and Nanog. Embryoid body formation and differentiation results confirm that BP containing medium culture was capable of maintaining ES cell pluripotency after six time passage. Microarray analysis data identified PPAR, ECM, and Jak-Stat signaling as the top three deregulated pathways. We subsequently determined that phosphorylated Jak2 and phosphorylated Stat3 protein levels increased following BP treatment and suppressed with the Jak2 inhibitor, AG490. The gene expression levels of cytokines associated with the Jak2-Stat3 pathway were also up-regulated. Last, we used pou5f1-GFP MEF cells to test iPS generation efficiency following BP treatment. Our data demonstrate the ability of BP to maintain stem cell pluripotency via the Jak2-Stat3 pathway by inducing cytokine expression levels, at the same time improving iPS generation efficiency.

## Introduction

Stem cells are currently being used for many clinical therapeutic purposes. For example, the combination of hematopoietic stem cells (HSCs) and transplanted bone marrow is applied to treat leukemia, hemophilia, and anemia. Cells that respond to ischemia or injuries and are part of revascularization processes are known as mesenchymal stem cells (MSCs) [1]. Embryonic stem cells (ESCs), which are pluripotent cells derived from the inner cell masses of mammalian blastocysts, are capable of differentiating into the endodermal, mesodermal, and ectodermal cells of embryos [2]. ESCs are viewed as having significant potential for clinical cell therapies due to their ability to self-renew and differentiate into a wide range of specialized cell types [3]. However, they have two major drawbacks for therapeutic use: immune rejection and challenges based on ethical concerns.

Induced pluripotent stem (iPS) cells can be generated from human and mice fibroblasts to which four genes have been introduced: Oct4, Sox2, c-Myc and Klf4 [4], [5]. They are similar to ESCs in terms of proliferation, morphology, gene expression, surface antigens, the epigenetic status of pluripotent cell-specific genes, and telomerase activity. ES and iPS cell pluripotency gives them exciting potential for use in tissue repair and replacement therapies [6], but the inefficiency of reprogramming primary human cells makes it difficult to generate patient-specific iPS cells from a small starting population [7]. In addition, maintaining ES and/or iPS cell pluripotency requires treatment with leukemia inhibitory factor (LIF), an expensive reagent. LIF signaling (via Jaks) involves the activation of Stat3 (a signal transducer and activator of transcription 3) [8], which is essential for LIF-dependent ES cell self-renewal [9]. LIF transmits signals via LIF receptors and gp130, a co-receptor of the IL-6 cytokine family that also includes IL-11, CNTF, and OSM. [10], [11], [12], [13], [14] The gp130 and LIF receptors lack kinase catalytic domains, but they are capable of binding to and activating one or more members of the Jak-Stat tyrosine kinase family [15], [16], [17]. The cytokine superfamily uses the Jak-Stat pathway as a major signaling pathway into cell nuclei [18].

Angelica sinensis (called *danggui* in Chinese), one of the most commonly used traditional Chinese medicines, is variously prescribed as a tonic, hemopoetic, spasmolytic, and analgesic [19]. n-Butylidenephthalide (BP), a compound derived from Angelica sinensis chloroform extract, has been identified as having a strong antitumoral effect, arresting the growth and apoptosis of malignant brain tumors in vitro and in vivo [20], [21]. However, while these findings indicate that BP holds potential as an anti-cancer compound for clinical applications, little is known about BP function in terms of stem cell activity.

Our goal in this study was to determine whether a pure compound extracted from a traditional Chinese medicine is capable of maintaining ES and iPS cell pluripotency while increasing iPS cell generation efficiency. Our main finding is that BP is capable of maintaining ES and iPS cell pluripotency via Jak2 and Stat3 activation. We also determined that BP treatment increased iPS cell generation efficiency.

## Results

### MTT Assays for BP Treatment

MTT assays were used to identify MEF cell viability following BP treatment. According to data from tests using eight concentrations of BP (5, 10, 20, 40, 80, 160, 320 and 640 µg/ml), cell survival rates significantly decreased in the 80, 160, 320 and 640 µg/ml treatment groups 24 h and 72 h post-treatment (Fig. 1A). We therefore selected the 5, 10, 20 and 40 µg/ml BP concentrations for our experiments.

**Figure 1:**
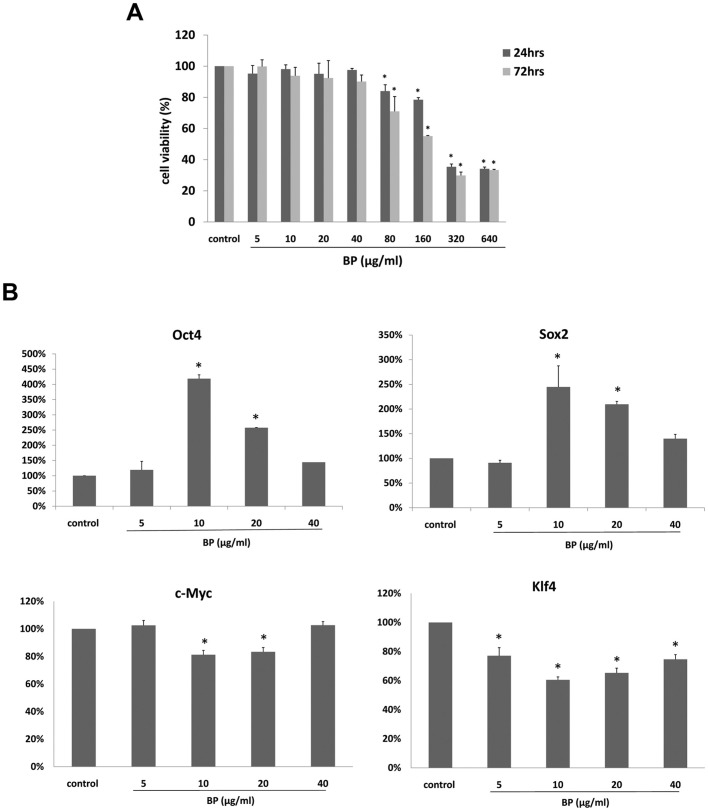
Cell viability and iPS cell related gene expression levels in MEF cells treated with BP. (A) MTT assay of MEF cells treated with various concentrations of BP. (B) Oct4, Sox2, c-Myc and Klf4 gene expression levels in MEF cells treated with various concentrations of BP (real-time PCR).

### BP Treatment Resulted in Oct4 and Sox2 Gene Expression Up-Regulation

Our data indicated significant up-regulation of Oct4 and Sox2 gene expression levels in MEF cells following treatment with BP, especially in the 10 µg/ml treatment group (Fig. 1B). The effect decreased as concentration increased to 20 and 40 µg/ml. Oct4 and Sox 2 expression levels were higher than in the solvent control group; in contrast, c-Myc and Klf4 gene expression levels were not.

### BP Treatment Maintained ES and iPS Cell Self-Renewal

After detecting Oct4 and Sox2 gene expression up-regulation following BP treatment, we performed tests to determine whether BP treatment also maintained ES and iPS cell self-renewal and pluripotency as an alternative to LIF. Alkaline phosphatase (AP), Nanog, and SSEA1 were used to identify ES and iPS cell pluripotency. According to results from our ES cell analyses, quantities of AP-positive clones in ES cells treated with 10, 20 or 40 µg/ml of BP were all significantly higher than in the controls that did not contain LIF (LIF OUT control) (Fig. 2A). However, quantities of AP-positive clones in ES cells treated with 5 µg/ml BP were lower compared to the LIF OUT cells (Fig. 2A). In addition, data for Nanog and SSEA-1 levels in ES cells indicated that those treated with 10, 20 or 40 µg/ml BP had higher quantities compared to the LIF OUT control cells (Figs 2B and C).

**Figure 2:**
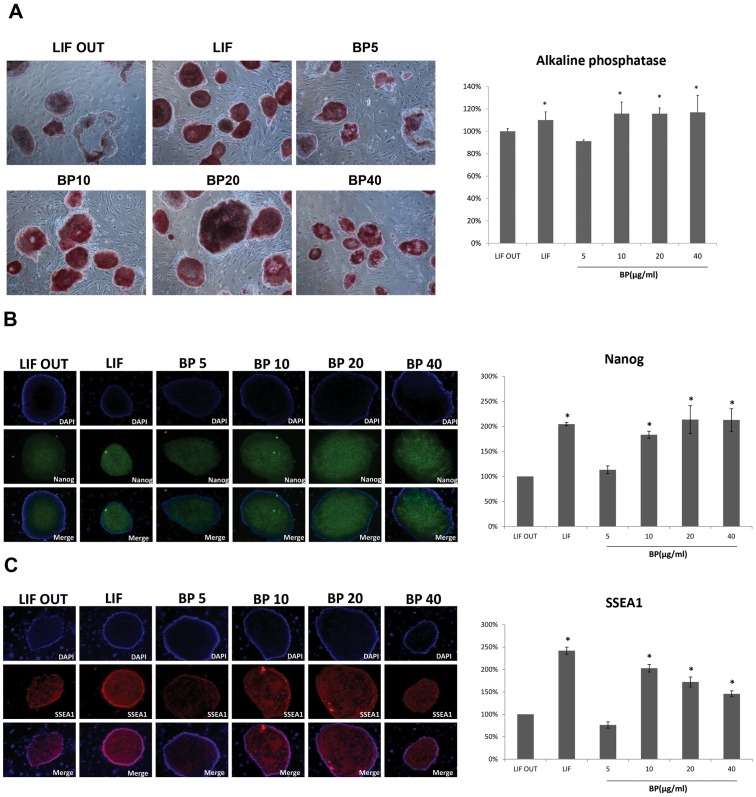
Stem cell markers staining in ES cells treated with BP. (A) Alkaline phosphatase staining ES cells treated with various concentrations of BP and the quantities of AP-positive clones in ES cells. (B) SSEA1 immunocytochemistry in ES cells treated with various concentrations of BP and the quantities of SSEA1 expression levels in ES cells. (C) Nanog immunocytochemistry in ES cells treated with various concentrations of BP and the quantities of SSEA1 expression levels in ES cells. *p < 0.05 versus control.

Mouse iPS cells (from Nanog-GFP transgenic mice) were obtained from the laboratory of Dr. Shinya Yamanaka. [5] AP staining analysis data were similar to ES cell results, with quantities of AP-positive clones in 10, 20 and 40 µg/ml BP-treated iPS cells being significantly greater compared to the LIF OUT control cells (Fig. 3A). As shown in Fig. 3B, GFP signaling (Nanog expression) in the 10, 20 and 40 µg/ml BP-treated cells was higher than in the LIF OUT controls. The SSEA-1 stem cell marker staining showed that 40 µg/ml BP-treated cells was higher than in the LIF OUT controls (Fig. 3C). Combined, the data indicate the ability of BP to maintain ES and iPS cell self-renewal and pluripotency.

**Figure 3:**
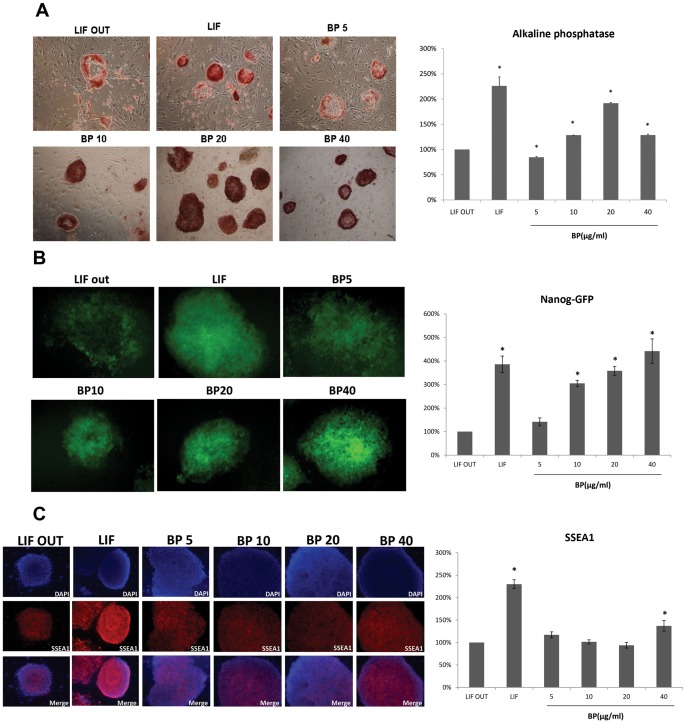
Stem cell markers staining in iPS cells treated with BP. (A) Alkaline phosphatase staining iPS cells treated with various concentrations of BP and the quantities of AP-positive clones in iPS cells. (B) SSEA1 immunocytochemistry in iPS cells treated with various concentrations of BP and the quantities of SSEA1 expression levels in iPS cells. (C) Nanog immunocytochemistry in iPS cells treated with various concentrations of BP and the quantities of SSEA1 expression levels in iPS cells. *p < 0.05 versus control.

### Embryoid Body Formation and Differentiation

In another test designed to determine the ability of BP to serve as a LIF substitute in ES cell cultures, embryoid body formation was used to determine ES cell pluripotency by passaging cells six times in culture containing BP (LIF replacement) medium. We observed differentiation initiated by ES cells after adding the embryoid bodies to cell culture plates. Immunofluorescent staining was used to detect cells that were positive for Tuj1 (ectoderm marker), α-smooth muscle actin (α-SMA, mesoderm marker), and Gata4 (endoderm marker). As shown in Fig. 4A, we observed ES cells differentiation in all three germ layer cell types, including neuronal cells (Tuj1), hepatocyte (Gata4) and α-smooth muscle actin (muscle cells). The LIF control differentiation in all three germ layer cell types was showed in Fig. 4B. These data also suggest that BP can serve as a substitute for LIF in ES cell cultures to maintain cell pluripotency after passaging.

**Figure 4:**
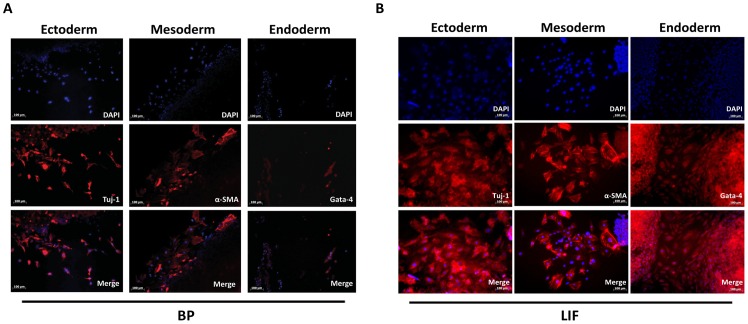
Embryoid body-mediated differentiation of ES cells passaged three times in (A) BP containing medium (replaced LIF) and (B) LIF containing medium as control. Immunofluorescent staining of Tuj1 (ectoderm marker), α-smooth muscle actin (α-SMA, mesoderm marker) and Gata4 (endoderm marker). Nuclei were stained with DAPI (blue).

### Microarray Analysis of Genes Involved in Various Pathways in BP-Treated MEF Cells

Microarray analyses were performed to evaluate gene expression profiles in various pathways in MEF cells treated with 10 µg/ml BP, 40 µg/ml BP, and DMSO (control). 

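Mouse embryonic fibroblasts (MEF) are primary cells grown from minced embryos, and n-butylidenephthalide (BP) is a compound from Angelica sinensis. Total RNA from MEF without BP, with 10 µg/ml BP (BP10) and with 40 µg/ml BP (BP40) was labeled with Cy3 and hybridized to Agilent mouse whole genome arrays, with 1 colour and 1 array per condition, 3 arrays in all. The paper describes the control as DMSO, and the deposited labels record no treatment for it. With 1 array per condition there was no replicate spread, so no p-value is given, and each ratio below compares 2 arrays and not 2 conditions tested on several cultures. The 3 arrays lay on 1 slide. The control array was scanned in a separate session from the BP10 and BP40 arrays, so BP and scan session cannot be told apart in a comparison with the control, whereas BP40 and BP10 were scanned together. The authors deposited the scanner output, in which each of 59305 gene spots has a background-corrected intensity that was not scaled between arrays. Spots well above background made up 81.7% of the gene spots on the control array, 68.3% on the BP10 array and 69.1% on the BP40 array. The median signal of the gene spots was 222 on the control array, 142 on BP10 and 122 on BP40, and no spot was saturated. The paper analyzed the arrays in GeneSpring GX, and its text names no normalization, no fold threshold and no filter for the deregulated genes. Here, the log2 signal of each array was taken relative to the 75th percentile of its gene spots, spots of one probe were averaged, and each of 35451 gene names was represented by the probe above background on the most arrays, the brighter where several were. A gene was called deregulated at a ratio of at least 2-fold with its probe well above background on at least 1 of the 2 arrays compared. Where only 1 of the 2 arrays showed the probe above background, the size of the ratio is a lower bound, taken against the higher of the probe's own signal and the lowest signal well above background on the dim array. The SD of log2 signal between the 10 spots of a probe printed 10 times had a median of 0.13 on the control array, 0.07 on BP10 and 0.07 on BP40. Between 2 different probes of 1 gene, the SD of the log2 ratio had a median of 0.29 for BP10 against control and 0.22 for BP40 against control. These spreads cover the array measurement only, and the number of arrays limits the precision.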

All data were submitted to GEO system and the accession numbers are MEF (GSM886449), MEF cells treated with 10 µg/ml BP (GSM886450), and MEF cells treated with 40 µg/ml BP (GSM886451), respectively. A Babelomics web tool and KEGG pathways database were used as part of this procedure. 

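At 2-fold, 4592 of the 35451 genes were called in BP10-treated MEF against the control, 950 of them up-regulated and 3642 down-regulated. In BP40-treated MEF 4107 genes were called, 917 up-regulated and 3190 down-regulated. Of these calls, 233 up-regulated and 944 down-regulated genes at BP10, and 204 and 762 at BP40, rest on a lower bound. The down-regulated genes were mostly dim. Taking brightness as the mean normalized log2 signal over the 3 arrays, 95.2% of the down-regulated genes at BP10 and 96.9% at BP40 had a brightness of 0 or below. So did 884 of the 950 up-regulated genes at BP10 and 823 of the 917 at BP40. Among the 10949 genes of higher brightness, 66 were up-regulated and 175 down-regulated at BP10, and 94 and 98 at BP40. The median ratio of all genes also depended on brightness, reaching -0.77 at BP10 and -0.63 at BP40 on the log2 scale for the 6819 genes of brightness -6 to -4. The fold threshold moved the counts most, to 951 genes at BP10 and 840 at BP40 at 3-fold. With quantile normalization the surplus of down-regulated genes was lost, since 50.2% of the genes called at BP10 and 54.3% at BP40 were up-regulated.

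**Figure D1:**
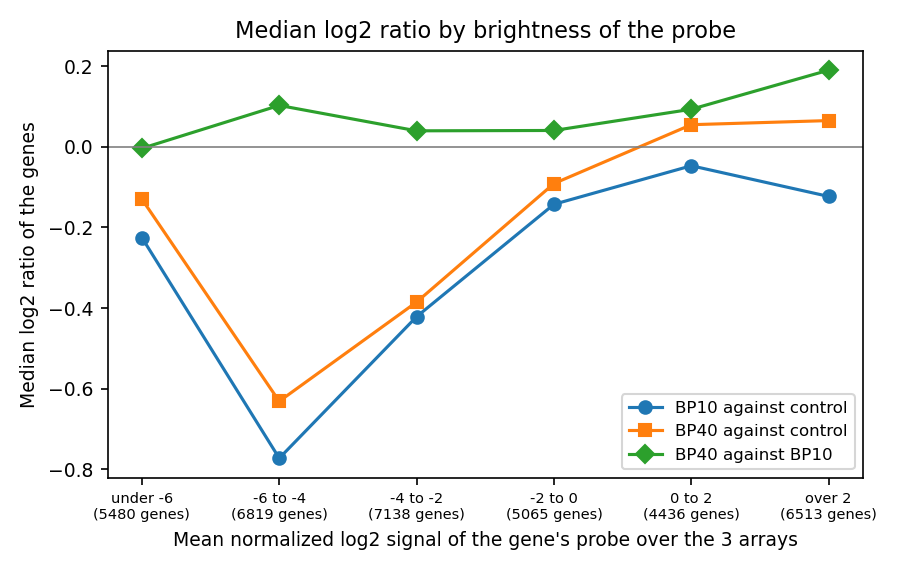
Median log2 ratio of genes grouped by the mean normalized log2 signal of their probe over the 3 arrays, for BP10 against control (circles), BP40 against control (squares) and BP40 against BP10 (diamonds), with the number of genes under each group. Both comparisons with the control dip for genes of brightness -6 to -4, and BP40 against BP10 stays between -0.00 and 0.19.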

Numbers and percentages of significantly deregulated genes with known biological functions are shown in Table 1. Higher percentages of deregulated genes post-BP treatment were observed in PPAR, ECM-receptor interaction, and Jak-Stat signaling pathways. 

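Percentages were computed for 14 pathway lists written from general knowledge of the KEGG pathways, since the membership behind Table 1 was not used here, so the lists and their sizes are not those of Table 1. In the PPAR signaling list 10 of 79 genes on the array were called at BP10 (12.7%, 95% exact Clopper-Pearson interval 6.24 to 22.0) and 10 at BP40. In the ECM-receptor interaction list 12 of 81 genes were called at BP10 (14.8%, interval 7.90 to 24.4) and 10 at BP40 (12.3%). The JAK-STAT signaling list had 15 of 146 genes called at BP10 (10.3%, interval 5.87 to 16.4) and 14 at BP40 (9.59%). The intervals cover the number of genes counted and nothing of the variation between cultures, and genes of a pathway are not independent. The median over the other 11 lists was 8.15% at BP10 and 6.70% at BP40, below each of these 3 lists. Calcium signaling had the highest share at both doses, with 29 of 171 genes (17.0%). By share of genes called, PPAR signaling ranked 4 of the 14 lists at BP10 and 3 at BP40, ECM-receptor interaction ranked 2 and 4, and JAK-STAT signaling ranked 6 at both doses. Each list was also set against 10000 random gene lists of the same size and brightness, as a description of these arrays. The PPAR list lay at the 61.3 percentile of its random lists at BP10 and the 75.3 percentile at BP40, the ECM-receptor list at 93.5 and 84.0, and the JAK-STAT list at 8.68 and 12.8. Of the 14 lists, only TGF-beta signaling at BP40, with 12 of 84 genes and a percentile of 99.5, lay above the central 95% of its random lists. The shares depended on the threshold: at BP10, 1.27% of the PPAR list, 6.17% of the ECM-receptor list and 3.42% of the JAK-STAT list were called at 3-fold, and 32.9%, 30.9% and 31.5% at 1.5-fold. With the normexp background correction the ECM-receptor share at BP10 was 4.94%, further from 14.8% by ratio than at either threshold. The offset of 50 in this correction shrinks the ratios of dim probes by construction. From the percentages of Table 1, the paper states that PPAR, ECM-receptor interaction and Jak-Stat signaling held higher shares of deregulated genes after BP, and takes Jak-Stat forward for its role in stem cell maintenance and renewal.

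**Figure D2:**
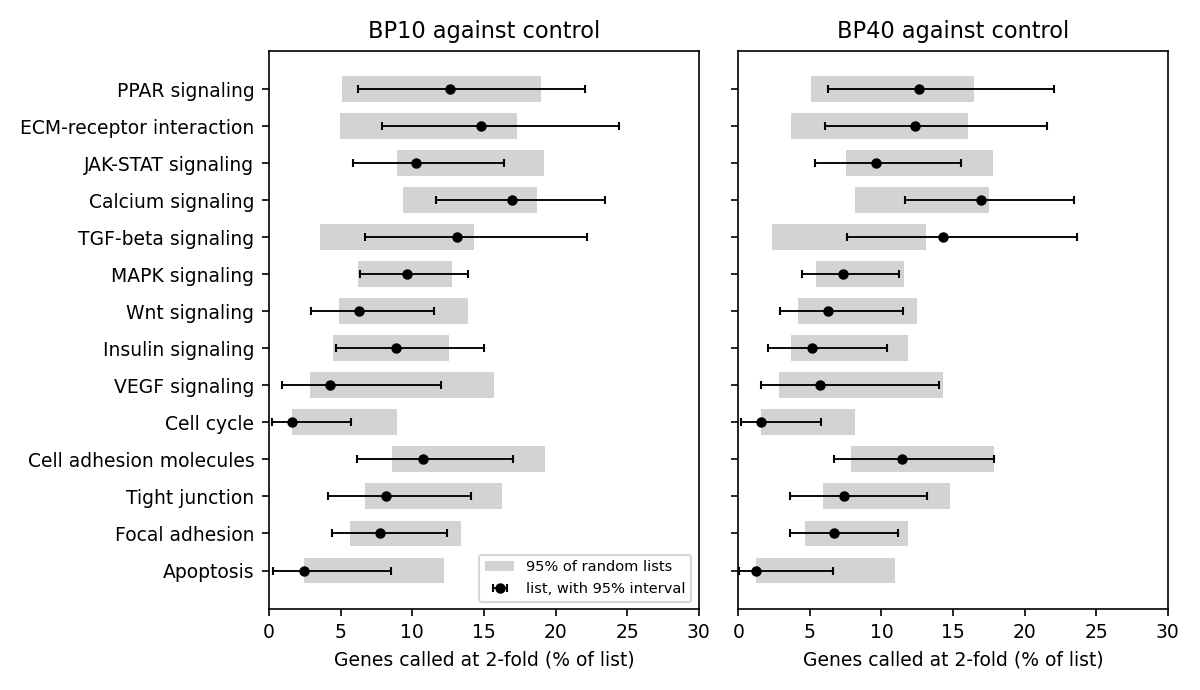
Share of the genes of each pathway list called at 2-fold (x axis, % of the list), at BP10 (left) and BP40 (right). Points are the lists with their 95% exact interval, and grey bars span the central 95% of 10000 random lists matched on size and brightness. Calcium signaling is highest at both doses, and TGF-beta signaling at BP40 is the point to the right of its grey bar.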

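Within the JAK-STAT list, 9 genes were called in the same direction at both doses, 2 up-regulated and 7 down-regulated. Tyk2, whose probe lies on chromosome 9 of mm9 from 20909321 to 20909380, had a log2 ratio of 1.39 at BP10 and 1.34 at BP40. Prlr rose by a similar amount on the probe used, by 1.39 and 1.24, but its second probe gave -1.69 and -2.64. Tyk2 had 1 probe only, so no second probe could check its rise. Across all genes called up-regulated, a second probe, where present, went the same way for 40 of 85 at BP10 and 33 of 81 at BP40. Among the down-regulated genes, Osm (chromosome 11, 4140146 to 4140205) had ratios of -1.44 and -1.24, Lep -1.50 and -1.52, Il5ra -1.37 and -1.52, Il22ra2 -1.91 and -1.41, and Ifna13 -2.23 and -1.08. Iltifb was above background on the control array only, which bounds its fall at a log2 ratio of at most -3.34 at BP10 and -3.33 at BP40. All of these genes except Tyk2 and Iltifb had a normalized log2 signal under -2 on the control array. The pathway's central genes stayed within 2-fold of the control. Jak2 had a log2 ratio of -0.46 at BP10 and -0.24 at BP40, and Stat3 had -0.41 and 0.04, with a second Stat3 probe at 0.32 and 0.09. The receptor genes Il6st (-0.50 and -0.56) and Lifr (-0.51 and -0.34) also stayed within 2-fold, although a second Lifr probe rose, with 0.54 and 0.56.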

Since the Jak-Stat signaling pathway is the most important in terms of stem cell maintenance and renewal, we selected it to study stem cell self-renewal and pluripotency maintenance mechanisms.

**Table 1:** Numbers of significantly deregulated genes with known biological functions classified according to KEGG and Babelomics databases.

	BP10				BP40			
Function/Pathway	I	D	No.	%	I	D	No.	%
**Signal transduction**								
PPAR signaling pathway	14	14	28/74	37.8	12	14	27/74	36.5
ECM-receptor interaction	3	18	21/74	28.4	3	16	19/74	25.7
JAK-STAT signaling pathway	9	30	39/140	27.9	8	27	35/140	25
Calcium signaling pathway	4	28	32/146	21.9	2	30	32/146	21.9
TGF-beta signaling pathway	3	2	5/45	11.1	5	1	6/45	13.3
MAPK signaling	7	17	24/227	10.6	5	19	24/227	10.6
Wnt signaling pathway	2	5	7/66	10.6	0	6	6/66	9.1
Insulin signaling pathway	3	7	10/102	9.8	2	3	5/102	4.9
VEGF signaling pathway	2	0	2/31	6.5	0	0	0/31	0
**Cell proliferation**								
Cell communication	3	17	20/92	21.7	2	18	20/92	21.7
Cell cycle	0	4	4/163	2.5	0	6	6/163	3.7
**Metabolism**								
Lipid metabolism	3	15	18/109	16.5	2	12	14/109	12.8
Amino acid metabolism	0	1	1/23	4.3	0	2	2/23	8.7
**Cell adhesion**								
Cell adhesion molecules	13	20	33/150	22	13	21	34/150	22.7
Tight junction	2	7	9/66	13.6	2	9	11/66	16.7
Focal adhesion	3	16	19/173	11	2	20	22/173	12.7
**Apoptosis**	3	8	11/94	11.7	1	6	7/94	7.4

I: number of up-regulated genes; D: number of down-regulated genes.

### Phosphorylated Jak2 and Stat3 Levels in BP-Treated ES Cells

Jak2 and Stat3 are known as key Jak-Stat pathway proteins for maintaining stem cell self-renewal. We used real-time PCR and western blot assays to determine Jak2 and Stat3 gene mRNA and protein levels in BP-treated ES cells. As shown in Fig. 5A, both Jak2 and Stat3 mRNA levels significantly increased after treatment with 5 or 10 µg/ml BP. Compared to the LIF OUT controls, Jak2 and Stat3 protein levels increased in ES cells treated with 5 and 10 µg/ml BP (Figs. 5B and C). In addition, the phosphorylated Jak2 and Stat3 forms (active forms) also increased following treatment with 5 and 10 µg/ml BP. According to these data, BP maintains ES cell self-renewal by activating the Jak2-Stat3 signaling pathway. It was also observed that the Jak2 inhibitor, AG490 suppressed the phosphorylated Jak2 and phosphorylated Jak2 expression in ES cells treated with BP (Fig. 4D).

**Figure 5:**
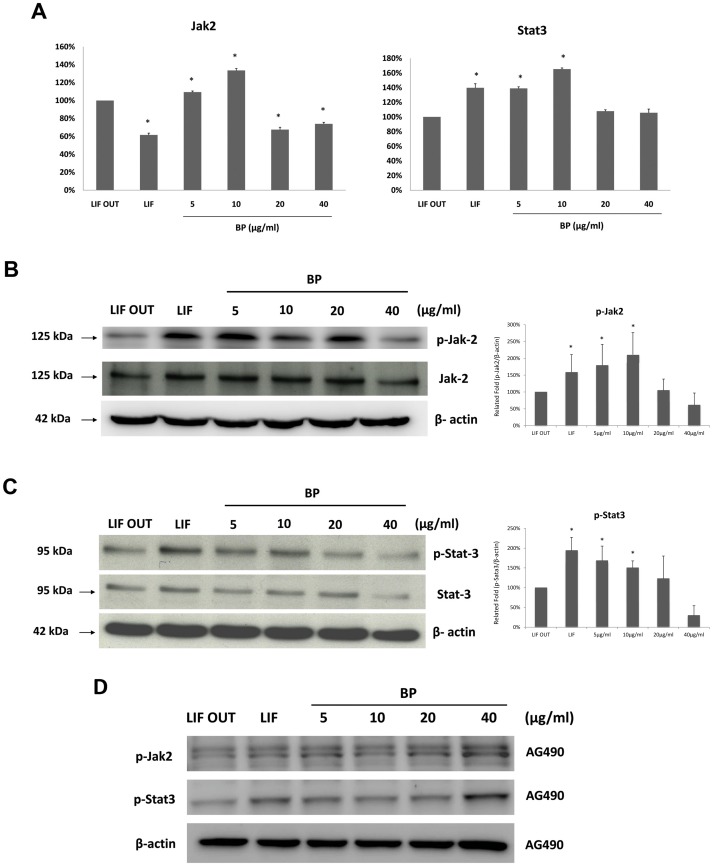
Jak2 and Stat3 expression levels in BP-treated ES Cells. (A) Jak2 and Stat3 gene expression levels in ES cells treated with various concentrations of BP (real-time PCR). (B) Jak2 and phosphorylated-Jak2 protein levels in ES cells treated with BP (western blot). (C) Stat3 and phosphorylated-Stat3 protein levels in ES cells treated with BP (western blot). (D) phosphorylated-Jak2 and phosphorylated-Stat3 protein levels in ES cells treated with BP and Jak2 inhibitor, AG490 (western blot).

### Cytokine Regulation in BP-Treated ES Cells

To understand why BP treatment resulted in Jak2-Stat3 signaling up-regulation, we used real-time PCR analysis to determine the mRNA levels of cytokine genes involved in the Jak2-Stat3 pathway: LIF, EGF, EPO, IL-5, IL-11 and OSM. As shown in Fig. 6A, significant up-regulation following treatment with 10 µg/ml BP was observed for LIF, EGF, EPO, IL-5, IL-11 and OSM. These data match those showing the highest levels of phosphorylated Jak2 and Stat3 following treatment with 10 µg/ml BP. Combined, the results suggest that BP is capable of increasing Jak2-Stat3-related cytokine levels, thus activating Jak2 and Stat3 proteins to maintain stem cell pluripotency.

**Figure 6:**
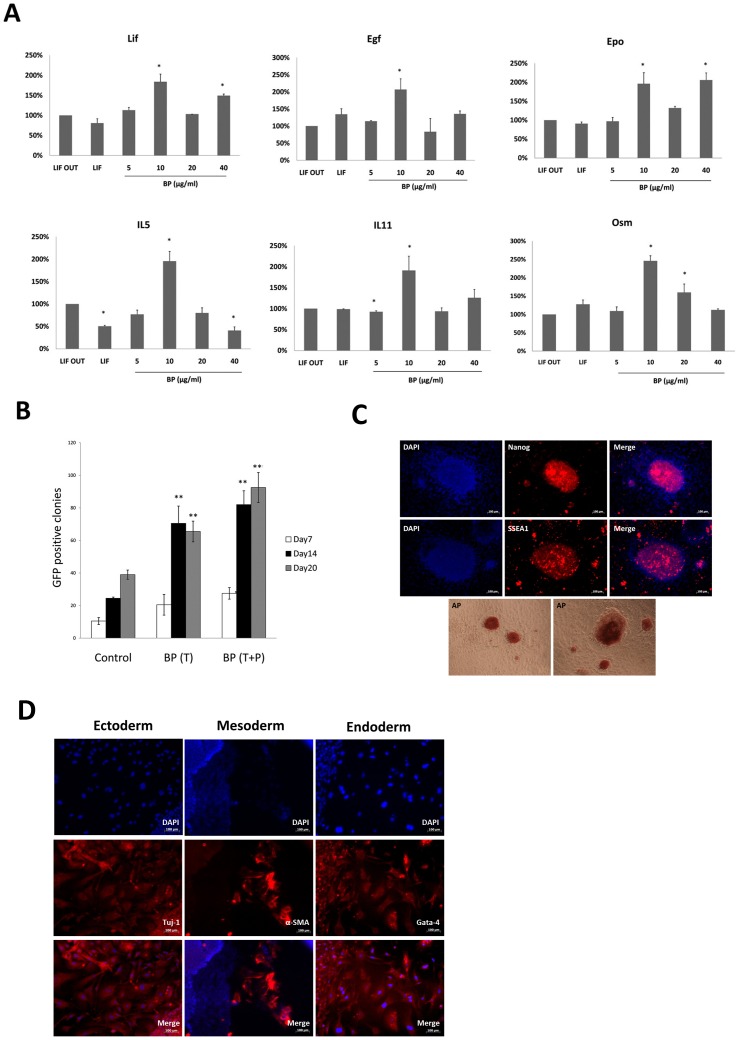
Cytokine regulation in BP-treated ES cells and characterizations of the novel iPS cells generated by adding BP (iPS-BP). (A) Real-time PCR results for cytokine gene expression levels associated with the Jak2-Stat3 pathway. Significant up-regulation of six cytokine genes was noted following BP treatment (10 µg/ml). (B) Pou5f1-GFP MEF cells were introduced with plasmids containing Oct4, Sox2, c-Myc and Klf4 to test iPS cell-generation efficiency. BP(T): treatment with BP post-transfection. BP(T+P): treated with BP post-transfection and following passage to feeder cells. Control group was introduced with plasmids containing Oct4, Sox2, c-Myc and Klf4 to generate non-BP treated iPS cells. (C) The stem cell markers (Nanog, SSEA1 and alkaline phosphotase) staining of iPS-BP cells. Nuclei were stained with DAPI (blue). (D) Immunofluorescent staining in iPS-BP cells: Gata4 (endoderm marker), α-smooth muscle actin (mesoderm marker), and Tuj1 (ectoderm marker). Nuclei were stained with DAPI (blue).

### Improved iPS Cell Generation Efficiency

One of our primary goals was to determine if BP can be used to enhance the efficiency of iPS cell generation. We therefore used MEF obtained from Pou5f1-GFP mice to introduce plasmids containing Oct4, Sox2, c-Myc and KlF4 genes once every two days (4 times total) to generate iPS cells. As part of this process, 10 µg/ml of BP-containing medium was used to culture MEF cells 6 h post-transfection. We established two groups after seeding feeder cells on day 9: BP (T), meaning that treatment was limited to BP-only following transfection, and BP (T+P), meaning that BP treatment occurred both after transfection and after passaging feeder cells. The data show that regardless of treatment/no treatment with 10 µg/ml BP after seeding, the efficiency of iPS cell generation (GFP positive clones) significantly increased in the BP treatment group (Fig. 6B). In summary, we found evidence that BP treatment enhances iPS cell generation efficiency.

### Characterizations of the Novel iPS Cells Generated by Adding BP (iPS-BP)

iPS-BP cells generated by the method mentioned above (BP[T+P]) were determined the pluripotentcy of these novel cells. We used immunofluorescent staining to determine stem cell marker expression in iPS-BP cells. iPS-BP cells were stained with mouse antibodies against Nanog, SSEA1 and alkaline phosphotase. As shown in Fig. 6C, iPS-BP cells tested positive for all four stem cell markers. In addition, we used embryoid body formation to determine iPS-BP cell pluripotency. The results indicated that iPS-OSH cells formed embryoid bodies in low-attached plates. We observed differentiation initiated by the iPS-BP cells after placing the embryoid bodies in cell culture plates. Next, we used immunofluorescent staining to detect cells that were positive for Gata4 (endoderm marker), α-smooth muscle actin (mesoderm marker), and Tuj1 (ectoderm marker). As shown in Figure 6D, we observed iPS-BP cells differentiation in all three germ layer cells, including endoderm (Gata4), mesoderm (α-smooth muscle actin), and ectoderm (Tuj1).

## Discussion

Stem cells are capable of self-renewal and differentiation into a wide range of cell types with multiple clinical and therapeutic applications [22]. Of the stem cells we cultured, ES cells have the characteristics of pluripotency and the ability to differentiate into three primary germ layer derivatives. These are important attributes for producing healthy cells for therapeutic purposes. Induced pluripotent (iPS) cells generated from somatic cells via the introduction of four transcriptional factors (Oct4, Sox2, c-Myc and Klf4)6 positively address two important issues associated with ES cells: immune rejection and medical ethics. However, embryonic stem cells (ESCs) and iPS cells require treatment with LIF (an expensive reagent) via the Jak-Stat pathway in order to maintain pluripotency. [8] In addition, low iPS cell generation efficiency is considered an important limitation of iPS cell technology. The BP compound that we tested in this study, derived from Angelica sinensis, has potential to not only serve as a substitute for LIF, but to also improve that efficiency.

BP significantly arrests malignant brain tumor growth and apoptosis in vitro and in vivo. [20], [21] However, this anti-tumoral effect requires high concentrations of BP–between 50 and 100 µg/ml. [23], [24] Little effort has been made to determine the effects of low BP concentrations such as those used in the present study (40 µg/ml or less), or the mechanisms involved. Results from our MTT assays indicate that treatment at less than 40 µg/ml does not lead to cell death (Fig. 1A), which supports our decision to use lower concentrations in our experiments.

According to Nichols et al., pluripotent stem cell formation in mammalian embryos depends on Oct4;28 later studies revealed that members of the Sox family are also key genes in mammalian development [25]. Specifically, Oct4 and Sox2 have been identified as key proteins in maintaining stem cell pluripotency. We observed up-regulation of Oct4 and Sox2 expression levels in MEF cells following BP treatment at concentrations as low as 10 µg/ml, and were surprised to find decreases in this effect at 20 µg/ml and 40 µg/ml. 

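Compared directly, the BP40 and BP10 arrays differed by at least 2-fold in 1295 genes, 666 of them higher at BP40 and 629 lower. Of the 6106 genes called against the control at either dose, 2593 were called at both, 354 of them up-regulated at both and 2217 down-regulated at both. Across the 25033 genes above background on all 3 arrays, the log2 ratios of the 2 doses had a Pearson r of 0.72 and a Spearman rho of 0.69. This is a correlation across genes, which are not independent replicates, and both ratios share the control array. In 100 simulated sets of unchanged arrays with equal noise on each array, that sharing alone gave a mean r of 0.50 and at most 0.51. With the noise of the control array set 1.78 times that of the BP arrays, the ratio of their spreads between spots of 1 probe, unchanged arrays gave a mean r of 0.76. Above a brightness of 0 the observed r was 0.49, within the range of 0.48 to 0.52 simulated for those genes with equal noise. The ratios of those genes had SDs of 0.38 at BP10, 0.39 at BP40 and 0.38 for BP40 against BP10. These SDs give no sign of a noisier control array there, whereas the noisier setting was applied at every brightness. Among the 14 pathway lists, the insulin signaling list differed most between the doses in percentage points, from 8.89% at BP10 to 5.19% at BP40, and the apoptosis list most by ratio, from 2.44% to 1.22%, or 2 genes to 1. Of the genes called in the PPAR list, 8 were called at both doses, against 6 in the ECM-receptor list and 9 in the JAK-STAT list. Between BP40 and BP10 themselves, 4 genes of the PPAR list, 5 of the ECM-receptor list and 8 of the JAK-STAT list differed by at least 2-fold. With 1 array per dose, a difference or its absence at the pathway level was not testable.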

We therefore used microarray analyses to determine differences in gene expression profiles at 10 µg/ml and 40 µg/ml concentrations, and found no differences between the two in terms of KEGG pathway (Table 1). Our conclusion is that BP treatment at 10 µg/ml is optimal for Oct4 and Sox2 up-regulation.

As Ezashi et al. report, human ES cells grow equally well under hypoxic and normoxic conditions [6]. Tejedo et al. reported that the exposure of LIF-deprived mESCs to low levels of NO prevent the loss of self-renewal gene expression (i.e., Oct4, Nanog and Sox2) [26]. Sasaki et al. recently described the contribution of LacdiNAc (GalNAcβ1-4GlcNAc) to mouse embryonic stem cell self-renewal via the regulation of leukemia inhibitory factor/Stat3 signaling [27]. However, none of these researchers considered the potential of natural compounds to maintain stem cell self-renewal. We used BP, an extract of Angelica sinensis, as a substitute for LIF when culturing ES and iPS cells, and then used several stem cell markers containing AP, Nanog, and SSEA-1 to determine the effects of that substitution. Third, we used embryoid body formation, a powerful method used in iPS studies for confirming stem cell pluripotency [4], [5], [28], [29], to determine ES cell pluripotency by passaging cells three times in culture containing 20 µg/ml BP medium. Our results indicate that the cells maintained pluripotency and the ability to differentiate into three germ layers.

To identify related mechanisms, we used microarray analyses to identify three major pathways affected by BP: PPAR signaling, ECM-receptor interaction, and Jak-Stat signaling. 

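In the PPAR list, 8 genes were called in the same direction at both doses. Pparg, with its only probe on chromosome 6 of mm9 from 115440213 to 115440272, was up-regulated with a log2 ratio of 1.47 at BP10 and 1.25 at BP40. Apoc3 was up-regulated as well (1.37 and 1.45), although a second probe gave 0.72 and -0.21. The other genes were down-regulated. Slc27a2 had ratios of -1.76 and -1.90, Acox2 -1.56 and -1.55, Angptl4 -1.06 and -1.53, Cyp4a14 -1.08 and -1.22, and Fabp6 -1.35 and a bound of -1.54. Cyp4a10 had ratios of -1.29 and -1.08 on the probe used, whereas its other probes ranged from -0.87 to 0.88 at BP10. In the ECM-receptor list, 6 genes were down-regulated at both doses and 0 up-regulated at both. Col11a1 (chromosome 3, 113923185 to 113923244) had ratios of -1.25 and -1.59, and Lamc3 -1.73 and -1.10. Col4a6 had -1.19 at both doses, and a second probe of it gave 0.20 and -0.10. The ratios of Itgb6 (-1.90 and -1.89), Sv2b at BP40 (-1.65) and Gp5 at BP10 (-1.44) are bounds, since their probes were not well above background on the BP array. The median log2 ratio of the whole ECM-receptor list was -0.17 at BP10 and -0.27 at BP40, at the 59.6 percentile of its random lists at BP10 and below each of them at BP40.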

Mo et al. have described how peroxisome proliferator-activated receptors (PPARγ, a nuclear receptor transcription factor) regulates the LIF-induced growth and self-renewal of mouse ES cells via the Tyk2-Stat3 pathway [30]. We measured PPARγ levels in BP-treated and control ES cells, and failed to find any significant differences (data not shown). Focusing on the Jak-Stat signaling pathway, we observed increases in phosphorylated-Jak2 and phosphorylated-Stat3 protein levels following BP treatment (Figs. 5B and C). According to Niwa et al., [8] LIF signaling via Jak2 involves Stat3 activation, which is essential for LIF-dependent ES cell self-renewal [9]. Our data indicate that BP treatment activates Jak2 and Stat3 proteins to maintain ES cell self-renewal; furthermore, the Jak-Stat signaling pathway is activated by cytokines such as LIF, EGF, EPO, IL5, IL11 and OSM. [10], [11], [12], [13], [14] After detecting the gene expression levels of these cytokines, we observed the up-regulation of these genes following treatment with 10 µg/ml BP (Fig. 6A). This finding fits well with the observation that the highest levels of phosphorylated Jak2 and phosphorylated Stat3 resulted from BP treatment at 10 µg/ml. We determined that BP treatment increased Jak2-Stat3 related cytokine levels to activate Jak2 and Stat3 proteins, which in turn maintained stem cell pluripotency.

Finally, we introduced four factors via plasmid transfection to test our hypothesis that the BP-associated up-regulation of Oct4 and Sox2 levels also enhances iPS cell generation efficiency. Valproic acid (VPA) is one of several factors that have been tested in an effort to increase the efficiency of iPS cell generation [7]. Our results indicate that VPA treatment did not increase Oct4 and Sox2 expression, but did increase the virus insertion rate. According to Esteban et al., treatment with vitamin C increases the generation of both mouse and human iPS cells [31]. In the present study we used pou5f1-GFP MEF cells to introduce with Oct4, Sox2, c-Myc and Klf4 genes to compare iPS cell generation efficiency with and without BP treatment. Our data indicate that BP treatment produced a 5-fold to 8-fold increase, especially when treatment continued following seeding to feeder cells (Fig. 6B). Our current plans include identifying other factors combined with BP treatment that enhance safety and efficiency when generating iPS cells. In summary, our data demonstrated the ability of BP to maintain stem cell pluripotency via the Jak2-Stat3 pathway by inducing cytokine expression levels, at the same time improving iPS generation efficiency.

## Materials and Methods

### Mouse Embryonic Fibroblast Cell Cultures

Primary mouse embryonic fibroblast (MEF) cells were isolated from the 13.5 d-old embryos of C57BL/6 mice. Embryos were retrieved by Cesarean section, and internal organs, legs, and heads were removed. The remaining embryo parts were minced with fine scissors and placed in tubes containing Trypsin for cell digestion. MEF cells were cultured in DMEM (GIBCO BRL) with 10% heat-inactivated FBS (GIBCO BRL), penicillin (100 U/ml), streptomycin (100 µg/ml), non-essential amino acids (0.1 mM), and L-glutamine (2 mM) in a humidified incubator (37°C, 5% CO_2_). Experimental protocols were approved by the Institutional Animal Care and Use Committee of China Medical University (100-57-N).

### Mouse iPS and Embryonic Stem Cell Cultures

Mouse iPS cells were a gift from Dr. Shinya Yamanaka of the Riken Bioresource Center (Ibaraki, Japan) [5]. These and ES cells were cultured in DMEM (GIBCO BRL) with 15% heat-inactivated FBS (Hyclone), non-essential amino acids (0.1 mM), L-glutamine (2 mM), β-mercaptoethanol (0.2 mM) and LIF (4 ng/ml) in a humidified 37°C incubator with 5% CO_2_.

### BP Treatment

BP (Angelica sinensis extract; mol weight 188.23, 95%) was purchased from Lancaster Synthesis Ltd. (Newgate Morecambe, UK). BP was dissolved in DMSO to a concentration of 100 mg/ml and stored at −20°C until used as a stock solution. MTT assays were performed using 5, 10, 20, 40, 80, 160, 320 and 640 µg/ml concentrations. Concentrations at 5, 10, 20, and 40 µg/ml were used to determine gene expression profiles and for maintaining stem cell self-renewal.

### MTT Assays

MEF cells were re-seeded in 96-well plates and treated with different concentrations of BP. Prior to each assay, culture medium in each well was replaced by 100 µL fresh medium containing 10 µL of 5 mg/mL MTT (Sigma-Aldrich) stock solution. After 4 h of labeling cells with MTT, medium was removed and replaced with 100 µL DMSO in each well for 10 min at 37°C. Samples were mixed and absorbances read at 540 nm [32].

### Real-Time PCR and RT-PCR

TRIzol (Invitrogen, Carlsbad, CA) was used to extract total RNA from MEF and ES cells; concentrations were determined by spectrophotometry. Complementary DNA was produced from mRNA (5 µg) using a SuperScript III Reverse Transcriptase Kit (Invitrogen). Real-time PCR was performed as previously described [33], [34] to determine the gene expression levels of Oct4, Sox2, c-Myc, Klf4, Jak2, Stat3, LIF, EGF, EPO, IL5, IL-11 and OSM. Primer sequences are listed in Table 2.

**Table 2:** Primers used for real-time PCR.

Primer	Forward Sequence	Reverse Sequence	Taqman Probe
Sox2	AGGGCTGGACTGCGAACTG	TTTGCACCCCTCCCAATTC	
Myc	CATTCAAGCAGACGAGCA	CGAGTTAGGTCAGTTTATGCAC	
Klf4	CCTTTCAGTGCCAGAAGT	ACTACGTGGGATTTAAAAGTGC	
Jak2	CAATGATAAACAAGGGCAAATGAT	CTTGGCAATCTTCCGTTGCT	
Stat3	CCCCGTACCTGAAGACCAAGT	CCGTTATTTCCAAACTGCATCA	
EGF	GAGTCTGCCTGCGGATGGT	GCTGCAGGGAGGGAGACA	
EPO	CCCCCACGCCTCATCTG	TGCCTCCTTGGCCTCTAAGA	
IL5	TCCCTGCTACTCTCCCCAAA	CAACCTTCTCTCTCCCCAAGAA	
IL11	CATGCCACACCCCAAACAA	CCCCTCACCCAGGTCTACTG	
LIF	CCTACCTGCGTCTTACTCCATCA	TGTTTTCCCCAAAGGCTCAA	
OSM	CGGTCCACTACAACACCAGATG	GCGATGGTATCCCCAGAGAA	
β-actin	GTGCGTGACATCAAAGAGAAGC	TGGATGCCACAGGATTCCATAC	
Taqman-Oct4	GAGGCTACAGGGACACCTTTC	GTGCCAAAGTGGGGACCT	Roche Universal Probes 6
Taqman-β-actin	CTAAGGCCAACCGTGAAAAG	ACCAGAGGCATACAGGGACA	Roche Universal Probes 64

### Alkaline Phosphatase Staining and Indirect Immunofluorescent Antibody Assays (IFA)

Alkaline phosphatase staining was performed using a Vector Leukocyte Alkaline Phosphatase kit. For IFA, cells cultured in slides were treated with fixing solution I (4% paraformaldehyde, 400 mM sucrose in PBS) and held for 30 min at 37°C prior to treatment with fixing solution II (fixing solution I plus 0.5% Triton X-100) at room temp for 15 min. After washing with PBS, slides were treated with blocking buffer (0.5% BSA in PBS) and held at room temp for 1 hr, then washed 3 times with PBS prior to reacting with anti-Nanog (Novus) or anti-SSEA1 (Millipore) antibodies at a dilution of 1∶100 (4°C overnight or 37°C for 1 hr). Slides were then washed with cold PBS 5 times prior to reacting with FITC-conjugated anti-mouse IgG or TRITC-conjugated anti-rabbit IgG (Sigma-Aldrich) at a dilution of 1∶500. After 5 additional washings with cold PBS, slides were mounted and observed using a fluorescence microscope. DAPI (Invitrogen) was used to stain the DNA and localize the nucleus.

### Embryoid Body Formation and Differentiation

Embryoid body formation and differentiation experiments were used to determine whether BP can serve as a LIF replacement for ES cell cultures. ES cells were passaged six times onto 0.1% gelatin-coated tissue culture dishes with feeder layer and cultured with BP-containing medium. After final passages, ES cells were harvested by trypsinization and transferred to ultra-low attached culture dishes in ES medium without LIF. After 3 days, aggregated cells were placed into gelatin-coated tissue culture dishes and incubated for another 3 days before staining with anti-alpha smooth muscle actin monoclonal (Chemicon), anti-Gata4 polyclonal (Abcam), or anti-Tuj1 monoclonal antibodies (Chemicon) plus DAPI.

### DNA Microarrays

Total RNA from MEF or MEF treated with either 10 µg/ml or 40 µg/ml BP were labeled with Cy3. Samples were hybridized to Agilent Mouse G3 Whole Genome Oligo 8×60K microarrays according to the manufacturer’s instructions. Arrays were scanned with a Microarray Scanner System and data analyzed using GeneSpring GX software (both from Agilent, Santa Clara, CA).

### AG490 Treatment

AG490 was purchased from Sigma-Aldrich. AG490 was dissolved in methanol to a concentration of 5 mM and stored at −20°C until used as a stock solution. AG490 were used to inhibit the Jak2 that performed using 5 µM concentrations in the medium.

### Western Blot (WB) Assays

Western blot procedures have been described previously [34]. Rabbit anti-Jak2 (cell signaling), mouse anti-phospho-Jak2 (cell signaling), rabbit anti-Stat3 (BD), and rabbit anti-phospho-Stat3 (cell signaling) were used in this research.

### Determining iPS Cell Generation Efficiency

MEF cells isolated from Pou5f1-GFP transgenic mice (Jackson Lab) were used to determine iPS cell generation efficiency. pCX-OKS-2A and pCX-cMyc plasmid DNA (supported by Addgene) [28] were transfected into Pou5f1-GFP MEF cells once every two days (4 times total). Medium was changed to 10 µg/ml of BP-containing medium 6 h post-transfection, and held until the next transfection. On day 9, the MEF cells were passaged onto feeder cells and observed to detect ES cell-like clones. After seeding, medium was changed to iPS cell culture medium with or without 10 µg/ml BP, and the two types were separated. One type continued to be treated with 10 µg/ml BP (BP[T+P]), while the other was used with iPS cell culture medium only (BP[T]).

### Statistical Analysis

Results are expressed as mean ± SD. Student’s t-tests were used to evaluate mean differences between control and treatment groups. Data lacking normal distribution were analyzed by one-way ANOVA; statistical significance was established as p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

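Gene expression was measured on 3 Agilent mouse whole genome arrays, 1 each for MEF without BP, with 10 µg/ml BP and with 40 µg/ml BP. The authors deposited the scanner output of each array, made with Feature Extraction 10.5.1.1, whose intensity per spot was background-corrected and detrended within the array and not scaled between arrays. The deposited series table holds the same intensity values, equal to the scanner values within a relative tolerance of 0.0001 for 100% of the spots of each array, with 0 columns left unmapped. Flags for spots well above background, saturated spots and outlier spots are the scanner software's own.

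From these values, log2 of the processed intensity was taken, and the 75th percentile over gene spots not flagged as outliers was subtracted on each array. Control spots were left out of the gene tables. Spots of one probe were averaged on the log2 scale. Of 55681 gene probes, 55126 had a value on all 3 arrays. A probe was named by the RefSeq symbol of its accession for 26425 probes (47.5%), and otherwise by the name in the scanner file of the BP40 array. This gave 35451 gene names, of which 10580 had more than 1 probe; 25033 were above background on all 3 arrays and 4712 on none. Probes of one gene often disagree, and the probe above background on the most arrays, then the brightest, was used.

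A gene was called at an absolute log2 ratio of 1 or more, as described beside the array data. The median ratio of a list takes all its genes on the array, dim ones included, without bounds. There were no replicates, so no test across samples, no p-value and no SD between cultures is given. Shares of gene lists have 95% Clopper-Pearson intervals, and lists were placed among 10000 random lists drawn with a fixed seed from the same 20 brightness classes. The correlation of the ratios at both doses was set beside that of 100 simulated sets of unchanged arrays whose noise at each brightness was taken from BP40 against BP10, equal on each array or larger on the control array by the ratio of the spot SDs. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 for the quantile and normexp alternatives. The calling step was tested on simulated data with 200 genes changed by known amounts among 35451 genes, with a noise SD of 0.25. It recovered 200 of them for BP10 against control and 200 for BP40 against control, and called 157 and 120 unchanged genes. The changes were set well past 2-fold and outside the dimmest genes, so full recovery was assured. In the data, genes of brightness -6 to -4 had a ratio SD of 1.07 for BP40 against BP10, more than the simulated noise gives. The counts of unchanged genes called are therefore no estimate of false calls in the data.

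The sample mapping, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined. The named genes are those the paper names, the 10 that rose and the 10 that fell most at both doses, and up to 8 genes of the PPAR, ECM-receptor and JAK-STAT lists called the same way at both doses. The 14 pathway lists, 8 marker lists of cell types (macrophage, skeletal muscle, endothelial, cartilage and bone, epithelial, neural, erythroid and adipocyte), a pluripotency and a sex-linked list, and response lists for NRF2, AHR, cholesterol synthesis, ATF4 and the unfolded protein response, p53, interferon, mitosis and fibroblast matrix were written from general knowledge. The alternatives were no filter on dim probes, a filter on both arrays, thresholds of 1.5-fold and 3-fold, quantile normalization, scaling on probes above background on all arrays, the normexp background correction with an offset of 50, the median of all probes of a gene, the series table, Reactome sets from fgsea 1.28.0, and the list genes above background as denominator. The tolerance of 0.1 on the correlation, and the use of the median SD between 2 probes as the tolerance on a gene's ratio, were chosen later. Without a replicate SD, a share was taken to differ from the paper's when one was more than 1.5 times the other. The KEGG and Babelomics gene lists behind Table 1, and its rows on cell communication, lipid metabolism and amino acid metabolism, were not used here.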

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

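Of the tests in this part, those of the separate scan, the scaling, single probes, immune cells, different embryos and other differences between cultures were chosen only after the result was seen, as were the values at which they decide.

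The interferon response genes differed between the doses, and relative to other genes they lay on opposite sides of the control. With 1 array per dose the difference was not tested across cultures. The median log2 ratio of the 19 genes was 1.04 for BP40 against BP10, above each of 10000 random lists matched to it, and 10 genes were at least 2-fold higher at BP40. Of the 18 with a ratio, 17 were higher at BP40. Against the control, the median was -0.82 at BP10 and 0.31 at BP40, so the BP10 array stands apart. The 7 bright E1A spike-in probes had medians of -0.00 and 0.79 against the control. At BP40 that is more than the rise of the list, so its direction there holds relative to other genes only. Isg15 had a ratio of 1.56 for BP40 against BP10, Ifi44 2.10 and Rtp4 1.95; these genes were picked for display after their values were seen. Differences of single probes are argued against by second probes of Isg15 (1.53) and Oas1a (1.30), the 2 second probes above background. The choice among scalings on gene spots is argued against as well, since the lowest median under another normalization or probe summary was 0.96. No setting scaled on control probes, and the 7 bright E1A spike-in probes had a median of 0.79 for BP40 against BP10. The separate scan of the control array has no part in a comparison of BP40 with BP10. More immune cells in the BP40 culture stay open: the macrophage list lay at the 74.8 percentile of random lists, with 11 of 15 genes higher at BP40 than at BP10, and Itgam, the brightest, had a ratio of 0.02, Csf1r 0.60 and Ptprc -0.18. All 15 genes were above background on each array, so a small share of such cells would be hidden, and other immune cells were not tested. It also stays open that the cultures came from different embryos: Xist had a ratio of -1.32 between BP40 and BP10, and Ddx3y (0.64), Eif2s3y (0.92) and Uty (1.05) went the other way. Whether the interferon difference came with the dose of BP or with the culture, its cells included, cannot be told apart with 1 culture per dose.

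The NRF2 response genes, which the paper does not discuss, were higher at BP40 than in the control. The median log2 ratio of the 20 genes was 0.64, above each of the 10000 random lists, with 8 genes up-regulated at least 2-fold, among them Gsta4 (2.10), Gsta2 (1.61) and Nqo1 (1.32), shown after their values were seen. The 8 genes are few beside the 917 genes called up-regulated at BP40. The separate scan of the control array is argued against as the whole cause, because BP40 against BP10, scanned together, gave a median of 0.45 at the 99.96 percentile. The choice among scalings on gene spots is argued against by the lowest median under another normalization or probe summary, 0.56. No setting scaled on control probes, and the 7 bright E1A spike-in probes had a median of 0.79 for BP40 against control. The rise of the list therefore holds relative to other genes only. Cultures that differ apart from BP stay open: 17 of the 20 genes were higher at BP40 than at BP10, which a dose response and a difference between single cultures would both give. A response of the oxidative stress genes to the higher dose is a hypothesis only.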

How the results depend on the processing

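Of the alternatives reported here, the subtraction of the median ratio at each brightness was chosen only after the result was seen. No paired analysis was possible because each condition has 1 array. Over the counts of genes called, the shares of the PPAR, ECM-receptor and JAK-STAT lists, the median share of the other lists and the correlation, 78 of 119 recomputed values stayed within their tolerance and 41 did not. The tolerance was the 95% exact interval for a share of a list, 1.5 times for a count of genes or the median share of the other lists, and 0.1 for the correlation. Of the 78, 12 are those of the series table, which holds the same intensity values and could not differ. Quantile normalization and scaling on probes above background on all arrays moved 0 values past their tolerance. The intervals of the shares are wide: quantile normalization took the ECM-receptor share at BP10 from 14.8% to 8.64%, inside the interval, and its rank among the 14 lists from 2 to 7. The correlation stayed between 0.68 and 0.74 wherever it was run. The cause of the shifts was not tested, except that 2 settings act by construction. A threshold changes a count, and the offset of 50 in normexp shrinks the ratios of dim probes.

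Genes called at BP10 against control, BP40 against control and BP40 against BP10 numbered 7980, 7220 and 3445 with no filter on dim probes, 10119, 9430 and 4730 at 1.5-fold, 951, 840 and 401 at 3-fold, and 1450, 1084 and 535 with the normexp correction. With the filter on both arrays, BP40 against BP10 gave 836. The share of up-regulated genes among those called was 20.7% at BP10 and 22.3% at BP40; it was 50.2% and 54.3% with quantile normalization and 33.0% and 46.3% with normexp. Quantile normalization shifted the median ratio of all genes by 0.17 at BP10 and 0.10 at BP40, and normexp by 0.14 and 0.18. Of the genes called with quantile normalization, 2703 of 3547 at BP10 and 2392 of 3324 at BP40 were also called in the reported setting. The surplus of down-regulated genes was thus lost with quantile normalization and smaller with normexp. Quantile normalization gives all arrays the same distribution, so it removes a shift of dim genes by construction. The offset of 50 in normexp shrinks the ratios of dim genes by construction. Neither setting can therefore decide whether the shift is technical. With scaling on probes above background on all arrays the surplus stayed, with 20.6% up-regulated at BP10 and 17.1% at BP40.

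At 1.5-fold, the shares at BP10 and BP40 were 32.9% and 24.1% for PPAR, 30.9% and 27.2% for ECM-receptor, 31.5% and 24.7% for JAK-STAT, and 22.8% and 18.6% for the median of the other lists. At 3-fold they were 1.27% and 1.27%, 6.17% and 4.94%, 3.42% and 2.05%, and 1.39% and 1.17%. With normexp they were 5.06% and 5.06% for PPAR, 4.94% and 7.41% for ECM-receptor, 5.48% and 3.42% for JAK-STAT, and 2.96% and 2.22% for the median of the others. The Reactome sets gave 0% at both doses for PPARalpha (19 genes, which limits the estimate) and 5.83% and 3.88% for interleukin signaling. The set for extracellular matrix organization gave 13.95% and 13.57%. The median of all probes of a gene lowered the median of the other lists at BP40 to 4.17%.

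With the median of all probes of a gene, 10 ratios of named genes changed sign. These were Cyp4a10 (0.88 at BP10 and 0.25 at BP40), Prlr (-0.15 and -0.70) and 3 probes without a gene name. The 3 lie on chromosome 7 from 129296530 to 129296589 (-0.48 and -0.47), on chromosome 13 from 104597956 to 104598015 (-0.19 and -0.51) and on chromosome 3 from 65740814 to 65740873 (0.70 and 1.00). The probes of these genes disagree, but that alone does not give each change of sign. The Cyp4a10 probes had ratios of -1.29, -0.87 and 0.88 at BP10, whose middle value is negative. This setting thus did not take the median of the ratios. Of the 85 calls of named genes, 28 were lost with normexp and 10 with quantile normalization, and 14 of the 78 that the median of all probes could test were lost with it. Signal over background limits these arrays: the SD of the ratio between 2 probes of a gene reached 0.83 at its 90th percentile for BP10 against control.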

Differences from the paper's values

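Of the comparisons in this part, only that of the Pou5f1 probe with genes of its brightness was chosen after the result was seen. The paper's values are those of Table 1, whose gene lists and denominators are not the ones used here; no value of the paper has a stated error, and a value is listed where it is more than 1.5 times the other.

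For the PPAR list the paper's reported values are 37.8% at BP10 and 36.5% at BP40, against 12.7% and 12.7% here. In Table 1 the up-regulated and down-regulated genes of this list at BP40 do not add up to the total behind its percentage. Of the alternatives set before the data were examined, only the 1.5-fold threshold, and only at BP10, came within 1.5 times of the paper's value. For ECM-receptor interaction the paper's values are 28.4% and 25.7%, against 14.8% and 12.3%, and for JAK-STAT signaling the paper's are 27.9% and 25%, against 10.3% and 9.59%. In both lists the 1.5-fold threshold came within 1.5 times at both doses, and the other preset alternatives did not. That threshold took other lists away from the paper's values, though they lay within 1.5 times at 2-fold. At BP10, TGF-beta signaling gave 34.5% against 11.1%, MAPK signaling 22.8% against 10.6% and calcium signaling 34.5% against 21.9%. Calcium signaling at BP40 stayed within 1.5 times. The 1.5-fold threshold thus did not bring the lists to the paper's values together.

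For cell adhesion molecules the paper's values are 22% at BP10 and 22.7% at BP40, against 10.7% and 11.4%; no filter on dim probes and the 1.5-fold threshold came within 1.5 times at both doses and the other preset alternatives did not. For tight junction the paper's values are 13.6% and 16.7%, against 8.15% and 7.41%; no filter came within 1.5 times at both doses, the 1.5-fold threshold at BP40 only, and the others at neither. For focal adhesion at BP40 the paper's value is 12.7%, against 6.70%, and only the 1.5-fold threshold came within 1.5 times. For Wnt signaling at BP10 the paper's value is 10.6%, against 6.25%; no filter and quantile normalization came within 1.5 times, and the others did not.

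For VEGF signaling the paper's values are 6.5% at BP10 and 0% at BP40, against 4.29% and 5.71%. At BP10 no filter and quantile normalization came within 1.5 times, at BP40 the 3-fold threshold and normexp also gave 0%, and the other preset alternatives differed. For the cell cycle the paper's values are 2.5% and 3.7%, against 1.63% and 1.63%; at BP10 no filter, quantile normalization and the median of all probes came within 1.5 times, and at BP40 no preset alternative did. For apoptosis the paper's values are 11.7% and 7.4%, against 2.44% and 1.22%; the 1.5-fold threshold came within 1.5 times at BP10, and no preset alternative did at BP40.

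In ranking, the paper places PPAR, ECM-receptor interaction and Jak-Stat signaling above the other pathways. Here calcium signaling ranked 1 at both doses and JAK-STAT ranked 6. Calcium signaling fell to 10 at BP10 and 9 at BP40 at 3-fold, and to 5 and 8 with normexp. It ranked 1 or 2 at each dose in the other settings ranked. None of the settings ranked put these 3 lists in the top 3 places together; the Reactome sets and the denominator of list genes above background were not ranked. ECM-receptor interaction ranked 1 at both doses at 3-fold, PPAR ranked 1 at BP10 with the median of all probes, and JAK-STAT ranked at best 2, at BP10 with normexp and at 3-fold.

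In direction, the paper reports by real-time PCR that Oct4 and Sox2 rose in MEF with 10 µg/ml BP. On the arrays, the Pou5f1 (Oct4) probe was well above background on the control array only, with a bound of -0.68 at BP10 that stayed below 0 in each preset alternative that gave a value, from -1.77 with no filter to -0.10 with quantile normalization. The probe is dim, and the 6819 genes of brightness -6 to -4, where it lies, had a median of -0.77 at BP10, so its fall is not set apart from that of other dim probes. The Sox2 probe was well above background on none of the 3 arrays, so the arrays give no direction for it.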

Other observations

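Of the tests in this part, those of the shift of dim genes, the ERCC probes, the correlation after subtracting the trend, above brightness 0 and with a noisier control array, the loss of pluripotent cells, the disagreement of probes, and the sex-linked genes at BP40 were chosen only after the result was seen; the dim E1A probes were chosen when the shares of spots above background were already known.

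Most genes called down-regulated were dim. So were most called up-regulated, 884 of 950 at BP10 and 823 of 917 at BP40, so dimness alone does not set the down-regulated genes apart. The values below point to the signal of dim probes on the control array. A shift of dim genes is in line with the median log2 ratio of genes of brightness -6 to -4 lying below that of brightness 0 to 2 by -0.73 at BP10 and -0.69 at BP40, whereas the groups of genes in BP40 against BP10 differed by no more than 0.19. Probes for ERCC sequences, which match no mouse transcript, showed the same: 50 of them at brightness -6 to -2 had a median ratio of -0.97 at BP10 and -0.76 at BP40, with 49 and 48 of 50 lower than on the control array, while genes of the same brightness had -0.67 and -0.58. The dimmest probes did not follow: the 5480 genes of brightness under -6 had medians of -0.23 and -0.13, and of all 96 ERCC probes 73 and 72 were lower, with medians of -0.84 and -0.66, the dimmest being higher on the BP arrays. Whether ERCC RNA was added to the samples is not stated, so this holds for their signal whatever its source. The dimmest ERCC probe had a normalized log2 signal of -7.85 on the control array, -7.32 on BP10 and -7.33 on BP40. Other ERCC probes shared that control value exactly, and genes of this brightness had a median ratio of 0.54 at both doses. Ratios there follow the lowest signal of each array, so they cannot show whether dim signal shifted. The E1A spike-in probes do not settle it: the 3 dim ones had a median of -1.22 at BP10 and -0.02 at BP40, and the 7 bright ones -0.00 and 0.79. The surplus of down-regulated genes may therefore be technical in part, and the control array's separate scan cannot be told apart from BP. Loss of a contaminating cell type stays open. Of the 8 marker lists of cell types, 0 had a median below the 2.5 percentile of random lists at both doses, but the lists are short, and the random lists, matched on brightness, hold the fall of dim genes themselves. A loss of pluripotent cells stays open too, as the pluripotency list lay at the 1.29 percentile at BP10, with 4 of 12 genes called lower and 0 higher, and at 6.95 at BP40. The median of this list at BP10 depended on the setting. It was -0.98 as reported and with scaling on probes above background on all arrays, and -0.66 with quantile normalization, each with 4 genes lower. With the median of all probes it was -0.51 with 1 gene lower, and with normexp -0.27 with 2. A biological fall of weakly expressed genes stays open.

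The log2 ratios of the doses correlated with r = 0.72, and whether the control array that both share gives this on its own stays open. Simulated unchanged arrays of equal noise reached at most 0.51, but with a control array noisier by the ratio of the spot SDs they gave 0.75 to 0.77, and an effect of BP common to both doses would give a high r as well. The median trend with brightness accounts for little of it, since r was 0.70 after the median ratio at each brightness was subtracted. Among genes above brightness 0, r was 0.49, which the shared control gives with equal noise, so the excess over that lies with dim genes. The noisier control array was simulated at every brightness. Above brightness 0 the SDs of the ratios give no sign of it, with 0.38 at BP10, 0.39 at BP40 and 0.38 for BP40 against BP10. Neighbouring spots on the slide had correlated ratios (r of 0.18 at BP10 and 0.21 at BP40, against 0.08 for BP40 against BP10), which also involve the control array. Whether the excess among dim genes is an effect of BP or of the control array stays open.

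Calls of dim genes may in large part be differences of single probes. Between 2 probes of a gene at brightness 0 or below, the ratios correlated with r = 0.17 at BP10 and 0.17 at BP40 across 2786 genes. Among 1945 genes above brightness 0, r was 0.36 at BP40, which argues against single probes as the whole cause there, and 0.22 at BP10, too low to exclude them and too high to point to them. Of the up-regulated genes with a second probe, 10 of 85 at BP10 and 3 of 81 at BP40 were past 2-fold on it, and of the down-regulated genes 90 of 327 and 59 of 297. The second probe went in the called direction, by any amount, for 40 and 33 of these up-regulated genes. For the down-regulated genes it did so for 242 and 217.

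The JAK-STAT list was also counted without a filter on dim probes. Probes above background on neither array then made up 9.52% of its genes past 2-fold at BP10 and 5.56% at BP40. At each dose 137 of its 146 genes were above background on either of the arrays compared. Too few genes were left to make up most calls whatever their noise, so these shares decide nothing about noise. Noise of probes above background on only a single array was not tested.

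The sex-linked genes may point to cultures of different embryos at BP10. Xist had a log2 ratio of 1.05 at BP10, with Eif2s3y at -1.07, Uty at -0.85 and Ddx3y at -0.61, so that only Xist and Eif2s3y were past 2-fold, and the test does not decide whether a sex make-up of the cultures contributes to the genes called. Tsix, antisense to Xist, had -0.97 at BP10 and a bound of -1.31 at BP40. At BP40, Xist had -0.27, and Ddx3y (0.04), Eif2s3y (-0.15) and Uty (0.20) lay near the control, which argues against a difference in sex make-up for that culture; the fall of Tsix there is not explained.

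An NRF2 response to BP at both doses was a hypothesis set in advance, and the median of the NRF2 list lay at the 99.5 percentile of random lists at BP10 and above all of them at BP40, with medians of 0.13 and 0.64. At BP10, 12 of the 20 genes were higher and 8 lower than in the control. This is consistent with such a response, mainly at BP40. The AHR list does not decide about an AHR response, since only 4 of its 8 genes were above background on all 3 arrays and Cyp1a1, Cyp1a2 and Ugt1a6a on none. Of the 4, Cyp1b1 had ratios of 0.02 and -0.42, Tiparp -0.34 and -0.17, Aldh3a1 0.42 and -0.36, and Nqo1, also in the NRF2 list, 0.59 and 1.32; these were shown after their values were seen.

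The other lists are given as their median log2 ratio at BP10 and then BP40. Cholesterol synthesis had -0.29 and -0.32 (0.84 and 0 percentile), with 18 and 19 of 20 genes lower and 0 past 2-fold. ATF4 and the unfolded protein response had -0.12 and -0.24 (53.7 and 0.26 percentile), p53 0.06 and 0.31 (94.7 and 99.3), mitosis 0.09 and -0.08 (98.5 and 11.8), and fibroblast matrix -0.09 and 0.06 (90.7 and 42.5). Macrophage markers had -0.06 and 0.09, skeletal muscle -0.44 and -0.26, endothelial -0.34 and -0.18, cartilage and bone -0.43 and -0.30, epithelial -0.13 and -0.50, neural -0.10 and -0.29, erythroid -0.93 and -0.75, adipocyte -0.45 and 0.07, and pluripotency markers -0.98 and -0.69.

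The paper measured Oct4, Sox2, c-Myc and Klf4 in MEF by real-time PCR. On these arrays, the Pou5f1 (Oct4) probe was well above background on the control array only, with bounds of -0.68 at BP10 and -0.67 at BP40, and Sox2 was well above background on none of the 3 arrays. Myc had log2 ratios of -0.06 and -0.37, and Klf4 -0.65 and -0.38. Of the cytokines that the paper measured in ES cells, in MEF Lif had -0.38 and -0.09, Egf -0.01 and -0.20, Il11 -0.10 and 0.99, Epo -0.35 and a bound of -2.72, and Il5 bounds of -0.19 and -0.01. Nanog had 0.43 and 0.35, with a second probe at -0.11 and -0.70. Fut4 had 0.01 and -0.25, with a second probe at -1.11 and -1.56, and Alpl had -0.17 and -0.15. Ccl11 (-3.15 and -2.74), Pthlh (-2.48 and -2.73) and Syt10 (-2.34 and -3.40) were among the genes that fell most at both doses, and AI646519 (2.45 and 2.52) and Cyp11b1 (1.91 and 2.06) among those that rose most.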
